A study of Mus musculus with 4 samples. Its data were reported in "High-Throughput Transcriptomics of Celf1 Conditional Knockout Lens Identifies Downstream Networks Linked to Cataract Pathology" (2023).

How the data were processed

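Lenses of mice at postnatal day 6 were profiled on Illumina MouseWG-6 v2.0 BeadChips, with RNA of 1 lens on each array. The 4 samples fell into a Celf1 cKO group (n = 2, replicates A and B) and a Control group (n = 2, replicates A and B). Per the labels, the Control mice carried a Celf1 lacZ knock-in allele beside a wild-type allele, and all mice were of mixed C57BL/6 and FVB background.

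The authors deposited a table of unnormalized signal intensity and a table of normalized signal intensity, both exported from the scanner's analysis software. Per the file headers, the normalized intensity was scaled by the rank-invariant method. On each array the deposited normalized intensity was a linear function of the unnormalized one, with a factor of 0.913 for cKO A, 0.889 for cKO B, 1.46 for Control A and 1.93 for Control B. The authors' tables also held a detection p-value for each probe and array, which ranks a probe's intensity against negative control beads, and the number and standard error of beads. The detection p-values were identical in both tables on all 4 arrays. Each table held 45281 probes. In the unnormalized table, 18 lines had shifted cells because of a comma inside a target name and were left out, so that 45263 probes were used. None of the 18 was detected in at least 2 samples. Dates stood in place of 40 symbols in the normalized table, and the symbols were restored from the other table.

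Probes were assigned to genes through a RefSeq gene table of assembly GRCm38.p6, with 29586 probes matched by Entrez identifier, 2759 by transcript accession, 2197 by symbol and 2377 by an older symbol. The other 8344 probes kept the symbol of the files. Probe positions are given as in the files, which name no genome build. The reference table was used for names and for which genes neighbour each other.

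Signal was corrected for background with neqc of limma (version 3.58.1, R version 4.3.3), which infers the negative controls from the detection p-values and adds an offset of 16, and was then quantile normalized and put on the log2 scale. Probes with a detection p-value under 0.05 in at least 2 samples were kept (16262 probes). The log2 values of a gene's probes were averaged, which gave 11516 genes. The groups were compared with lmFit and eBayes of limma, two-sided, with Benjamini-Hochberg adjustment over all genes. A gene was called at an adjusted p under 0.05, an absolute log2 fold change over 0.58 and a mean log2 signal over 4.6. The fold threshold, the adjusted p and the rule of at least 2 samples follow the methods of the study, which give no detection p-value. The minimum signal takes the study's value, but here it acts on values with the offset added, and leaving it out gave the same 1341 calls. The authors used edgeR, a model for counts, on array signal. That model was not applied here because the values are intensities. Tables were read with Python version 3.11.15.

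For a gene above background on no array of a group, the change is given as a bound ("at least N-fold"). The bound sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the gene's own value or the lowest signal among detected probes, whichever was higher.

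Gene lists were tested with camera at a preset correlation of 0.01 between genes, with adjustment over the lists tested together. Camera compares the genes of a list with all other genes. Fry, the alternative, tests whether the genes of a list change, without that comparison. The 5 main lists were crystallins, cataract-linked genes that the study called reduced or elevated by RNA sequencing at P0 in other samples, subunits of the vacuolar ATPase (V-ATPase), and proteasome subunits. Further lists held lens genes named by the study, lens epithelium genes, Y-linked genes, genes of the unfolded protein response, genes of class I antigen presentation, and markers of retina, pigment cells, blood, vessels, macrophages and muscle. All these lists, the design and the alternatives were fixed before the data were examined, except where stated. The genes named in the text are Celf1, the genes of the lens and crystallin lists, and the 5 elevated and 5 reduced genes of largest change among called genes whose cKO values both lay outside the range of the Control values. Other genes named were chosen after their values were seen, as stated there.

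The fit was tested on simulated data for cKO against Control, in 5 simulations of 11516 genes with 200 genes changed in each. Of the changed genes, 61.2% were called at a log2 change of 1, 88.5% at 1.5 and 83.9% at 2.5. Unchanged genes made up 5.12% of the calls, and 0 calls had the wrong sign. Of random lists of unchanged genes, 1.10% had a camera p under 0.05. The simulated errors were independent between genes and followed the fitted variance model, and changes were added to normalized values. Correlation between genes, a difference in brightness and the normalization were not simulated. These shares therefore check the fit under its own assumptions and do not give the error rate on these arrays.

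The alternatives covered the table used, background correction, scaling between arrays, the detection filter, the minimum signal, the rule for several probes, the variance model, the fold threshold, the replicate letter as a block, the list test, and leaving out each sample in turn. The precision is limited by the number of arrays, and with 2 arrays in each group an exact permutation test cannot reach a p under 0.05.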

Results

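CELF1 is an RNA-binding protein, and its loss from the mouse lens was studied by comparing lenses of Celf1 conditional knockout mice (Celf1 cKO) with those of Control mice. In the cKO mice, exon 5 of the conditional allele is deleted in the lens by Cre recombinase, and the other allele is a lacZ knock-in. The Control mice carry the lacZ knock-in beside a wild-type allele. Gene expression was measured in 4 lenses at postnatal day 6, with n = 2 in each group, on arrays that report a fluorescence intensity for each probe.

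The arrays of the groups differed in brightness. The number of probes detected above background was 16261 for cKO A, 16925 for cKO B, 14542 for Control A and 14180 for Control B. The 99th percentile of the unnormalized intensity was 3208.7 and 3444.3 on the cKO arrays and 2158.4 and 1699.2 on the Control arrays. Each probe was read on a median of 38 to 40 beads. The standard error over beads was a median of 7.26% of the signal for detected probes on Control B and 4.36% to 4.40% on the other arrays. Because both cKO arrays were brighter than both Control arrays, array brightness and genotype cannot be told apart from the arrays alone, and calls depended on the scaling.

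The sex of the mice is not stated in the labels, and transcripts of the sex chromosomes separated the genotypes. These genes were looked at after the values were seen, except Xist and the Y-linked list, which had been fixed before. Xist, the X-linked RNA expressed from the inactive X chromosome, was detected with all 4 of its retained probes in both cKO lenses and with none of them in either Control lens. It was at least 6.09-fold higher in cKO lenses (limma adjusted p = 8.91e-04). The Y-linked gene Ddx3y had an unnormalized intensity of 460.6 in Control A and 322.0 in Control B, against 169.9 in cKO A and 61.5 in cKO B, with its detected probe. Its log2 fold change was -3.09 ± 0.55 (SE, adjusted p = 0.020), and the call was lost without Control A (adjusted p = 0.059) and without Control B (adjusted p = 0.095). The other tested gene of the Y-linked list, Uty, was above background in both cKO lenses and in neither Control lens, and was not called (adjusted p = 0.226). Its unnormalized intensity was close to background on all arrays, at 55.5 and 63.3 in cKO lenses against 50.3 and 45.6 in Control lenses. Of the 4 genes in the Y-linked list, these 2 were tested, and the list did not pass the camera test (adjusted p = 0.60). Across all 3 tested genes placed on the Y chromosome, the median log2 fold change was -0.61, and 1 was called, reduced. In all comparisons that follow, genotype and these sex-linked transcripts varied together, and a difference in genotype cannot be told apart from a difference in sex.

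**Figure D1:**
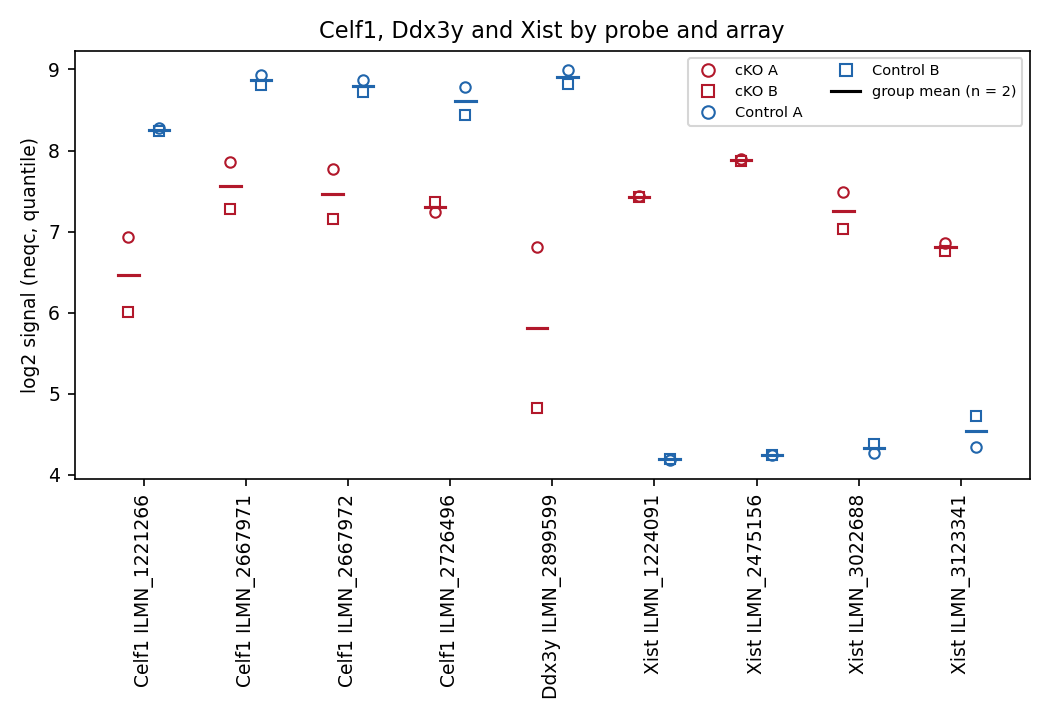
Normalized log2 signal (vertical axis) of each retained probe of Celf1, Ddx3y and Xist on each of the 4 arrays, with cKO in red, Control in blue, and horizontal bars for the means of n = 2. Each Celf1 probe was lower in both cKO lenses than in both Control lenses, and the Xist probes were higher.

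The targeted gene was examined first. The arrays hold 4 retained probes for Celf1, which the files name Cugbp1, on chromosome 2 at 90827896 to 90827945, 90852929 to 90852978, 90857070 to 90857119 and 90857072 to 90857121. The files do not state the genome build of these positions or the exons that the probes lie in, and the last pair overlaps. A further probe assigned to Celf1 through its transcript accession was detected on 0 arrays. The mean log2 signal of Celf1 was 7.20 ± 0.35 (SD, n = 2) in cKO lenses and 8.63 ± 0.11 (SD, n = 2) in Control lenses. Celf1 was reduced in cKO lenses, with a log2 fold change of -1.43 ± 0.19 (SE, limma adjusted p = 0.0098). The single probes gave log2 fold changes from -1.31 to -1.79. The alternative that moved the value most was the absence of normalization between arrays, which gave -0.60. Without Control B the adjusted p was 0.056.

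The similarity of the samples was compared across the 11516 genes tested. Across genes, Pearson's r was 0.991 between the cKO lenses and 0.987 between the Control lenses, against 0.953 to 0.973 between lenses of different genotype. Genes are not independent replicates, so no p is given. The first principal component held 75.5% of the variance and separated the genotypes. The second held 15.1% and mainly separated Control A from Control B. The share of the first component was 90.2% over the 500 genes of largest variance.

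Of the 11516 genes, 1341 were called between cKO and Control lenses by limma at an adjusted p under 0.05, an absolute log2 fold change over 0.58 and a mean log2 signal over 4.6. Of these, 692 were elevated and 649 were reduced in cKO lenses, so that 51.6% of the calls were elevated. The absolute log2 fold change was over 1 for 411 called genes, of which 198 were elevated and 213 reduced, and over 2 for 48. The values of the groups did not overlap for 7177 genes, or 62.3%, where chance gives 33.3%. The split of the calls followed the scaling. With no normalization between arrays 5788 genes were called, 97.7% of them elevated, and the median log2 fold change of all genes was 0.57. With arrays set to the same median, 97.3% of 5417 calls were elevated. With arrays set to the same median over probes detected in all 4 samples, a choice made after seeing the data, 21.1% of 2887 calls were elevated. Under 7 other choices of background correction and scaling, 2 of them chosen after seeing the data, 438 genes were called in the same direction, 329 elevated and 109 reduced. These 7 leave out the deposited normalized table with values under 1 set to 1, which gave 7 calls in all. The number of calls was 593 without cKO A, 163 without cKO B, 1364 without Control A and 170 without Control B.

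**Figure D2:**
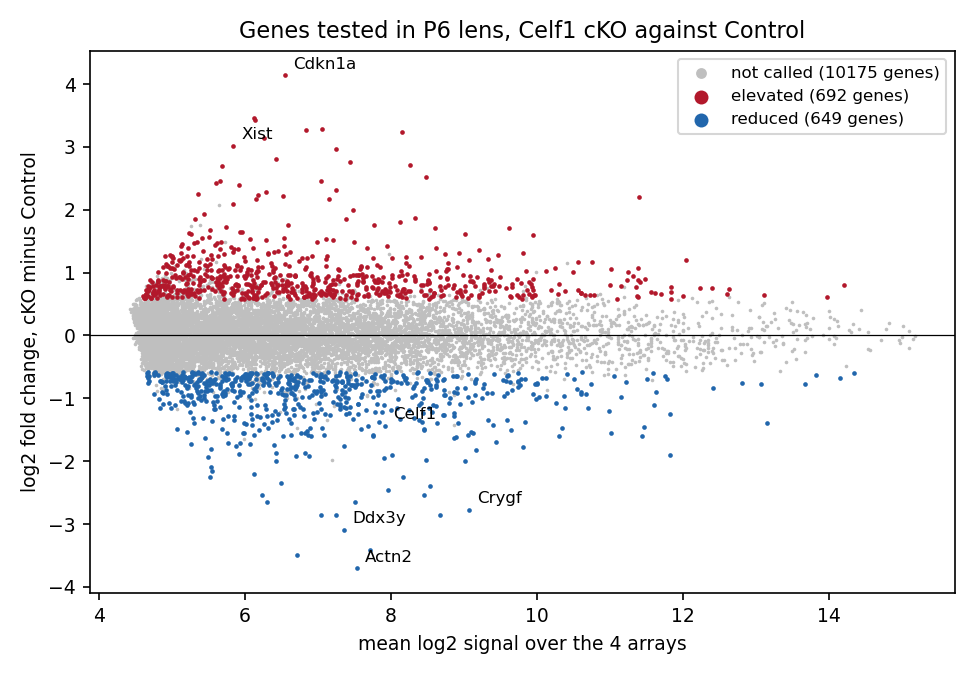
Log2 fold change of cKO minus Control (vertical axis) against mean log2 signal over the 4 arrays (horizontal axis), with 1 point for each of the 11516 genes. The 692 elevated genes are red, the 649 reduced genes are blue, and genes not called are grey.

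**Figure D3:**
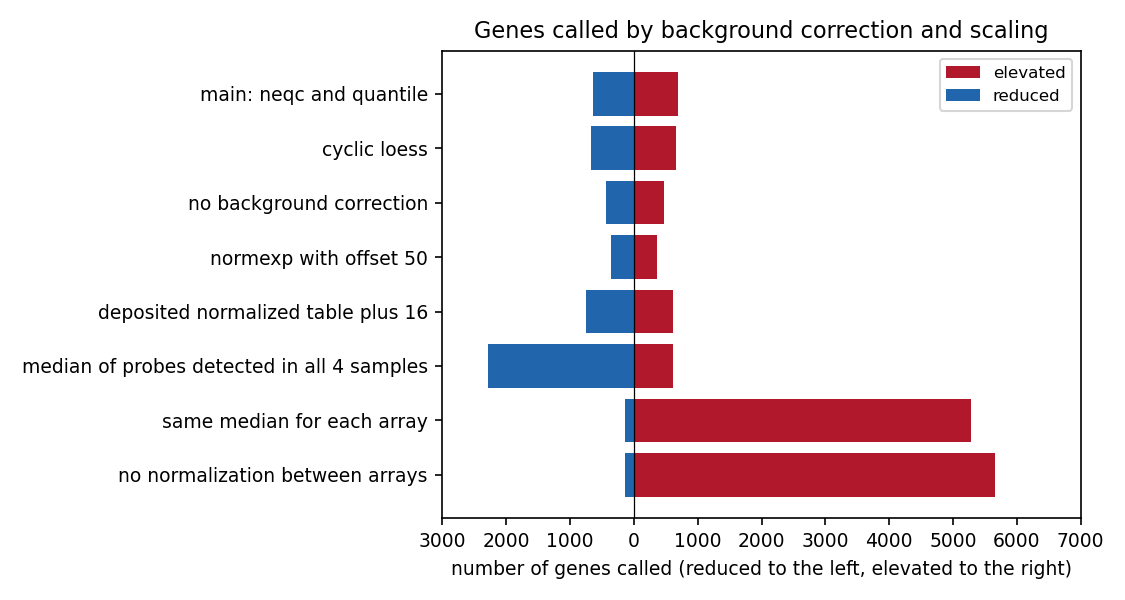
Number of genes called (horizontal axis, reduced to the left and elevated to the right) under 8 choices of background correction and scaling. The bars are balanced under quantile scaling (692 elevated and 649 reduced), and 5655 of the calls are elevated with no normalization between arrays.

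By the rule set before the data were examined, which ranks fitted log2 fold changes, the elevated genes named are Cdkn1a, Cck, Chac1, S100a1 and Fabp3. Cdkn1a, Cck and Chac1 were above background in neither Control lens. Cck was at least 8.67-fold higher in cKO lenses (limma adjusted p = 0.0020) and Chac1 at least 8.61-fold higher (adjusted p = 8.91e-04). S100a1 had a log2 fold change of 3.29 ± 0.35 (SE, adjusted p = 0.0052) and Fabp3 of 3.27 ± 0.24 (SE, adjusted p = 0.0020). The bounds of Cck and Chac1 lie below the folds of S100a1 (9.79), Fabp3 (9.67) and Hspb8 (9.43, named after its value was seen), so that the order among these genes is not determined. The reduced genes of largest change were Actn2, Xlr4a, Rnf180, Ddx3y and E330034G19Rik. Their log2 fold changes were -3.70 ± 0.44 for Actn2, -3.49 ± 0.40 for Xlr4a, -3.42 ± 0.24 for Rnf180 and -2.86 ± 0.33 for E330034G19Rik (SE, limma adjusted p from 0.0020 to 0.0067). Leaving out a sample gave -4.37 to -2.94 for Actn2, -4.30 to -2.86 for Xlr4a and -3.76 to -3.015 for Rnf180. For Ddx3y the range was -3.99 to -2.08, and for E330034G19Rik -3.36 to -2.25. These ranges overlap, so the order among the reduced genes is not determined. All of the elevated and reduced genes named here were called under the 7 other choices of background correction and scaling. With the deposited normalized table Cck and Chac1 were called (adjusted p = 0.023 each), and the others were not (adjusted p from 0.057 to 0.109). The calls of Actn2 and E330034G19Rik were lost without Control B (adjusted p = 0.055 and 0.056). Cdkn1a, Cck and Chac1 were not tested when a cKO lens was left out, since only 1 array then detected them.

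Genes that the study names for their roles in the lens were then compared. Of 19 genes listed, 15 were tested and 11 were called, 2 elevated and 9 reduced. Adjusted over the list alone, 12 passed the same thresholds. The study named these genes with these samples among its data, so that this count is not independent evidence. Cdkn1a, which encodes p21, was at least 14.6-fold higher in cKO lenses (limma adjusted p = 0.0042). Wfs1 was elevated, with a log2 fold change of 1.08 ± 0.14 (SE, adjusted p = 0.0094). Dnase2b, which encodes a nuclease of fiber cells, was reduced, with a log2 fold change of -1.60 ± 0.20 (SE, adjusted p = 0.0084). Reduced expression was also called for Prdm16, with a log2 fold change of -2.54 ± 0.35 (SE, adjusted p = 0.010), Gjb6 with -1.94, Lctl with -1.64, Pxdn with -0.95, Caprin2 with -0.89, Sparc with -0.69, Rbm24 with -0.66 and Tdrd7 with -0.62. Gjb6 was detected in 1 of 2 cKO lenses. Sparc and Rbm24 reversed in sign under the same-median scaling and without normalization, where the median of all genes was itself shifted upward, and Pxdn, Caprin2 and Tdrd7 were not called there. Ell2, Prox1, Cdkn1b and Lgsn were not called, with adjusted p-values of 0.055, 0.149, 0.175 and 0.131. Pax6, Gja3 and Mafa were below the detection filter, and Bfsp1 was not matched to a probe.

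Crystallins are the main structural proteins of the lens, and all 16 listed crystallin genes were tested. Of these, 4 were called, each reduced in cKO lenses, and 4 passed the same thresholds adjusted over the list alone. The log2 fold change was -2.77 ± 0.21 for Crygf (SE, limma adjusted p = 0.0021), -0.97 ± 0.15 for Cryge (adjusted p = 0.013), -0.67 ± 0.14 for Cryga (adjusted p = 0.029) and -0.60 ± 0.14 for Crygb (adjusted p = 0.042). Cryge, Cryga and Crygb stayed below 0 but were not called under the same-median scaling and without normalization. None of the other crystallins was called. Quantile scaling gives every array the same set of values, so that a change shared by the brightest probes can be hidden. Most crystallins are among these, and the lack of a call does not show that they were unchanged. With 16 added to the deposited normalized values, the log2 fold change was -1.16 for Cryga and -1.07 for Crygb. Among the 15 called genes of the lens and crystallin lists, the calls of 11 were lost in at least 1 fit that left out a sample. Sparc, Tdrd7, Rbm24, Cryga and Crygb lost theirs whichever sample was left out. Dnase2b and Prdm16 lost theirs without Control B (adjusted p = 0.058 and 0.071), Wfs1 without cKO B (0.075), Cryge and Pxdn without cKO B (0.102 and 0.147) or Control B (0.065 and 0.095), and Caprin2 without any sample but cKO A.

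**Figure D4:**
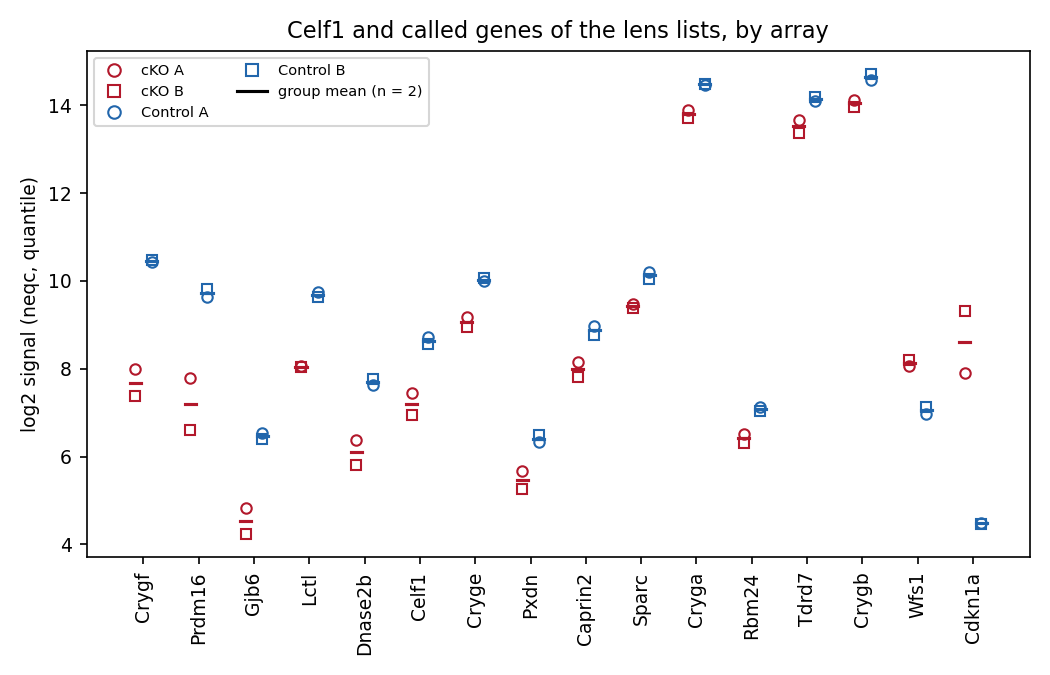
Normalized log2 signal (vertical axis) of Celf1 and of the called genes of the lens and crystallin lists on each of the 4 arrays, with cKO in red, Control in blue, and bars for the means of n = 2. The groups do not overlap for any gene drawn, and Wfs1 and Cdkn1a are the elevated ones.

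The lists fixed before the data were examined were compared as sets. Cataract-linked genes that were elevated at P0 in other samples were higher in cKO lenses, with a median log2 fold change of 0.75 and 13 of 13 tested genes higher (camera adjusted p = 1.15e-06). Of these, 6 were called, and 7 passed the thresholds adjusted over the list alone. Cataract-linked genes that were reduced at P0 were lower, with a median of -0.61 and 19 of 22 tested genes lower (camera adjusted p = 3.49e-06), and 11 were called, as many as adjusted over the list alone. The crystallin list had a median of -0.16, with 14 of 16 genes lower (camera adjusted p = 0.0059). Several crystallins, among them Cryga, Crygb and Crygd, are also in the list reduced at P0, so that the results of these lists are not independent. The V-ATPase list had a median of 0.37, with 14 of 18 genes higher and 5 called (camera adjusted p = 0.0036), and 8 adjusted over the list alone. The proteasome list had a median of 0.16, with 18 of 27 genes higher and 2 called, as many as adjusted over the list alone (camera adjusted p = 0.055). Relative to the median of all genes, each of these lists kept its direction under every scaling tried. With fry in place of camera all 5 lists had an adjusted p of 0.021. Fry does not compare a list with other genes, so that it does not repeat the question that camera asks. With the correlation between genes estimated from the data, no list passed (adjusted p = 0.164).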

Values the study reported

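The study reported 665 differentially expressed genes in Celf1 cKO lenses at P6 by microarray. Of these, it reported 304 as elevated and 361 as reduced.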

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

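The alternative that adds 16 to the deposited normalized values and the alternative that sets arrays to the same median over probes detected in all 4 samples were chosen after the data were seen. All other alternatives were planned. Slide as a block was not run, because the files give no slide.

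Celf1 was lower in cKO lenses under every alternative. Its log2 fold change was -1.52 with the deposited normalized table (adjusted p = 0.076), -1.16 with no detection filter (0.072) and -1.43 with treat against the fold threshold (0.126), each with an adjusted p above 0.05, where the other full-sample alternatives ranged from 6.39e-04 to 0.031. Leaving out samples gave -1.67 to -1.18, and the call was lost without Control B (0.056). With no detection filter more genes and an undetected Celf1 probe enter, and the cause of the other changes was not tested.

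The number of called genes moved most. The deposited normalized table gave 7 calls (5 elevated, 2 reduced), while 3164 genes had an unadjusted p under 0.05. With 16 added to its values it gave 1349, of which 1201 were also called in the main analysis. Values below 1 are set to 1 in the former, which spreads dim probes. Normexp with offset 50 gave 725 (366 elevated, 359 reduced), no detection filter 207 (103 and 104), a minimum signal of 6 gave 879 (442 elevated), and treat 86 (38 and 48). The same median for each array gave 5417 (5273 elevated, 144 reduced), no normalization between arrays 5788 (5655 and 133), and the same median over probes detected in all 4 samples 2887 (2279 reduced). The median log2 fold change of all genes was 0.53, 0.57 and -0.23 under these 3 scalings, which by construction moves the split. The elevated share was 71.4% with the deposited table, 97.3% and 97.7% without matched distributions, and 21.1% with the last. No genes shared with the main calls had the opposite sign under any alternative.

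Leaving out each sample gave 163 to 1364 calls, 65 to 737 elevated and 85 to 627 reduced. The counts were 593 without cKO A, 163 without cKO B and 170 without Control B. Such a fit assumes that the lone sample of a group varies like the other group, and 97 of the 1341 genes were called in all 4 fits.

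The replicate letters are shared between groups but are not said to pair samples. With the replicate block 1685 genes were called, 51.9% of them elevated. Across genes the correlation of the A minus B differences of cKO and Control was -0.011, so that the letters did not mark samples that deviate together. No crossed pairing was fitted.

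The lists of crystallins, cataract-linked genes and V-ATPase subunits kept their direction and an adjusted p under 0.05 under every alternative run for them except camera with estimated correlation. With that correlation the medians relative to all genes were unchanged at -0.17 for crystallins, -0.62 for cataract-linked genes reduced at P0, 0.74 for those elevated at P0 and 0.36 for V-ATPase, and the adjusted p was 0.164. The relative median of the crystallins ranged to -0.75 with the deposited tables. The proteasome list had a relative median of 0.15 and an adjusted p of 0.055 in the main analysis. The adjusted p was under 0.05 with no background correction (relative median 0.15, adjusted p = 0.016), normexp with offset 50 (0.15, adjusted p = 0.0087), cyclic loess (0.14, adjusted p = 0.034), the same median for each array (0.39, adjusted p = 0.0045), no normalization (0.39, adjusted p = 0.0048), the same median over detected probes (0.39, adjusted p = 0.0014), no detection filter (0.11, adjusted p = 6.73e-04), detection in all 4 samples (0.21, adjusted p = 0.014), the brightest probe (0.13, adjusted p = 0.045) and fry (0.15, adjusted p = 0.021). Leaving out samples gave relative medians of 0.14 to 0.21, and the list passed without cKO A (adjusted p = 0.031) and without cKO B (0.046) but not without Control A (0.072) or Control B (0.103). The cause was not tested. The alternatives on minimum signal, single probes, the variance model and treat were not run for the lists.

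The share of variance on the first component was 68.5% with the deposited table, 88.6% with the same median for each array, 89.3% with no normalization, 81.6% with the same median over detected probes and 90.2% over the 500 most variable genes. Leaving out samples gave 75.3% to 86.4%. Sparc reversed to 0.027 with the same median for each array and to 0.065 with no normalization, and Rbm24 reversed to 0.057 and 0.095. Signal over background limits the size of change that can be given, since a gene has only a bound where it is above background on no array of a group.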

Other observations

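The tests of sex, of the Celf1 locus, of neighbouring tissue and of array brightness as sources of the calls were written as predictions before the data were examined. The numbers used for sex (the share of calls on autosomes) and brightness (the gap in detected probes), and the counts of calls outside the Celf1 window and of genes reduced without normalization, were chosen after the results were seen. The tests of Xist and Ddx3y, of Ddx3y in cKO A, of the elevated share, of bright crystallins, of single probes, of stress genes, Cdkn1a, Actb and the H2 region were chosen after the results were seen.

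The number of called genes here was 1341. That is higher than the value quoted from the study above. The number elevated was 692. That is higher than the value quoted from the study above. The number reduced was 649. That is higher than the value quoted from the study above. The tools differ, and under the alternatives the total ranged from 7 to 5788.

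Xist and Ddx3y separated the genotypes in opposite directions. A difference in sex between the groups may be the source. Of 4 X-linked genes that escape inactivation, 3 (Eif2s3x, Kdm6a and Ddx3x) were higher in both cKO lenses than in both Control lenses, and Kdm5c was not. Only Eif2s3x was called (limma adjusted p = 0.031), while Kdm6a (0.208) and Ddx3x (0.324) were not, and the Ddx3x probe detected on all 4 arrays was not higher in cKO A than in the Control lenses. This leaves the question open, since Ddx3y was also above background in both cKO lenses. The Y-linked gene Uty was above background in both cKO lenses only, but its signal was close to background on all arrays. It therefore bears little on the sex of the mice. Among the genes with a known chromosome, 51 of 330 X-linked genes were called, or 15.5%, against 11.8% of autosomal genes (Fisher's exact test, two-sided, p = 0.046). Among the X-linked calls 38 were elevated and 13 reduced, against 604 and 552 on autosomes. Of all called genes, 86.2% lay on autosomes. Sex effects on autosomal genes cannot be told apart from those of genotype here, because the sex markers split the samples as the genotypes do.

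The Ddx3y signal of cKO A lay between those of cKO B and the Control lenses. Cross-hybridisation of Ddx3x is argued against by the values. The Ddx3y probe was 1.98 higher on the log2 scale in cKO A than in cKO B, while the Ddx3x probe detected on all 4 arrays differed by -0.37. Male material in cKO A may be a source. Of 8 probes of Eif2s3y, Kdm5d and Uty, 1 was detected in cKO A and not in cKO B, but 0 were detected in both Control lenses, so that these probes decide nothing. The probe of Uty that passed the detection filter was detected in both cKO lenses and in neither Control lens, opposite to Ddx3y. Its signal was close to background on all arrays, so that it decides nothing either. A mislabelled sample was not tested.

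Linked variants around Celf1 may be a source of calls. Within 20 Mb of Celf1, 17 of 116 genes were called, or 14.7%, against 11.9% elsewhere (Fisher's exact test, two-sided, p = 0.385). Of the called genes with a known position, 1190 lay outside this window. Effects of a linked variant on distant genes were not tested. Strain variants under single probes are argued against as the main source for called genes with a second probe not known to overlap the first. Overlap was judged by position on the same transcript, so that probes placed on different transcripts of a gene may still share sequence. Where a gene's first probe was called, 88.7% of 364 such second probes moved the same way, against 65.5% where it was not called. The second probe was also past the fold threshold for 54.7%. Only 360 of the 1341 called genes had several probes. Genes with a single probe, which are most of the calls, stay open.

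Array brightness may contribute to the calls. The cKO array with fewer detected probes had 1719 more than the Control array with more of them, but the median intensity of Control A (48.3) lay between those of cKO A (47.9) and cKO B (49.1). Brightness as the source of the calls cannot be told apart from genotype, because the detected probes split the samples as the genotypes do. Without normalization between arrays 133 genes were still called reduced, against the direction of the brightness. The elevated share of 97.7% with no normalization follows from the shift of all genes, so it does not bear on brightness as a source of the split. A true shift of most transcripts in cKO lenses, or a difference in RNA amount, would look alike and was not tested.

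Carry-over of neighbouring tissue may contribute. Of 54 markers of retina, pigment cells, blood, vessels, macrophages and muscle, 22 were tested, 3 were called elevated and 1 was called reduced. The smallest camera adjusted p among these 6 lists was 0.108, for the retina list, of which 2 of 13 genes were tested. The other adjusted p-values were 0.205 for macrophages, 0.335 for blood, 0.396 for pigment cells, 0.740 for vessels and 0.745 for muscle. With fry, which does not compare a list with other genes, the smallest was 0.014. The tests ask different questions, and carry-over stays open. The lens epithelium list was lower, with a median log2 fold change of -0.54 and 9 of 9 genes lower (camera adjusted p = 0.0048).

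The crystallin change depended on the scaling. Relative to all genes, the median of the list was -0.17 under quantile scaling, -0.43 under cyclic loess, -0.44 with no normalization between arrays and -0.75 with the deposited normalized table. Quantile scaling gives all arrays the same value at each rank, and can hide a change shared by the brightest probes. Compression at the bright end of the arrays may also be a source of the smaller changes. Without normalization between arrays, the median log2 ratio of Control A over Control B was 0.32 among 5779 probes with a mean intensity from 100 to 500, 0.37 among 1571 probes from 500 to 2000 and 0.30 among the 27 probes over 20000, so that the dim and the bright end are alike. The ratio of cKO A over cKO B was -0.102, -0.105 and -0.013 in these ranges. The ratio of cKO over Control fell from 0.81 and 0.87 to 0.22, which a true change of the crystallins would also give.

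The list of the unfolded protein response was higher in cKO lenses, with a median of 0.32 (camera adjusted p = 0.0098). Within it, and chosen after their values were seen, Ddit3 was higher by 3.79 on the log2 scale with the probe detected on all 4 arrays (limma adjusted p over probes 2.02e-04), while its other probe was above background in neither Control lens, Trib3 was at least 1.85-fold higher and Atf3 at least 1.51-fold higher, while Ppp1r15a was reduced, with a log2 fold change of -1.51. The integrated stress response is a candidate explanation. A list of further targets of Atf4, written before its values were looked up, had a median of 0.45 with 14 of 17 genes higher (camera adjusted p = 0.0019, fry adjusted p = 0.026). Of these genes, 6 were called elevated and 1 was called reduced, Phgdh with a log2 fold change of -0.98. With an estimated correlation the list did not pass (adjusted p = 0.439). Chaperones of the endoplasmic reticulum, of which several values had been seen, had a median of 0.24 and did not pass (camera adjusted p = 0.361), so that unfolded proteins as the trigger stay open. Brightness is argued against as the whole source for Ddit3 and Chac1. Under 8 other choices of table, background correction and scaling, which moved the median of all genes from -0.23 to 0.57, both stayed called, the probe of Ddit3 detected on all 4 arrays had a smallest log2 fold change of 3.39, and Chac1 had a smallest bound of 1.97 on the log2 scale. Brightness stays open for Trib3 and Atf3, which were both called under 2 of these 8, Trib3 alone under 7. Sex stays open for all 4.

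Cdkn1a had the largest elevated change by the rule used. Activation of p53 may be a source. Other p53 targets, written before their values were looked up, had a median of 0.50 with 13 of 17 genes higher (camera adjusted p = 0.0019). Of these genes, 7 were called elevated, and Sesn1 was reduced, with a log2 fold change of -1.62. The list did not pass with fry (adjusted p = 0.146) or with an estimated correlation (adjusted p = 0.456). The paper states, citing earlier work, that Celf1 negatively controls p21 in the lens, and it reports Cdkn1a as elevated by RNA sequencing at P0. A direct effect of Celf1 loss on Cdkn1a was not tested here.

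Actb was reduced with all 5 of its probes, at a log2 fold change of -1.55 ± 0.20 (SE, limma adjusted p = 0.0084). Lower activity of serum response factor was tested as an explanation. Its other targets had a median of 0.03 and a mean of 0.34 and did not pass (camera adjusted p = 0.167, fry adjusted p = 0.220). Of these, 2 were called, Egr1 with a log2 fold change of 2.31 (limma adjusted p = 0.0043) and Vcl with 0.71 (adjusted p = 0.031), both elevated, and 0 were called reduced. The targets went both ways, so the explanation stays open.

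B2m was higher by 2.72 ± 0.13 on the log2 scale (SE, limma adjusted p = 8.91e-04), and H2-Eb1 was reduced, with a log2 fold change of -2.21 ± 0.35 (SE, adjusted p = 0.014). H2-D1 was higher by 2.29 with the probe detected on all 4 arrays (adjusted p over probes 0.0033), and its other retained probe was above background in neither Control lens. The list of class I antigen presentation did not pass with camera (adjusted p = 0.198) but did with fry (0.014). The genes of the list thus changed by fry, but not more than other genes by camera. A strain haplotype at the H2 region may be a source for the H2 genes, but not for B2m, which lies on chromosome 2, as does Celf1. Of the 3 B2m probes, 2 were detected, and these overlap, so that the change of B2m rests on a single site. Within 20 Mb of H2-D1, 39 of 337 genes were called, or 11.6%, against 11.9% elsewhere (Fisher's exact test, two-sided, p = 0.932). A test on so wide a window does not exclude a variant in these genes alone.

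The list of lens genes named by the study was lower as a set, with a median of -0.69 (camera adjusted p = 0.0021, fry adjusted p = 0.069). The study named these genes with these samples among its data, so that this p is not independent evidence. The list also shares genes with the list reduced at P0, among them Dnase2b, Gjb6 and Tdrd7.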
